A study of Sus scrofa with 18 samples. Its data were reported in "Integrating Transcriptomic and ChIP-Seq Reveals Important Regulatory Regions Modulating Gene Expression in Myometrium during Implantation in Pigs" (2022).

How the data were processed

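RNA was sequenced from CM and LM of the mesometrial side of the uterus of 9 Yorkshire gilts, 3 pregnant for 12 days, 3 pregnant for 15 days and 3 cyclic on day 15. Per the labels, the authors aligned paired reads to Sscrofa11.1 with HISAT2 2.1.0 and counted them with HTSeq 0.9.1. The values deposited by the authors are TPM, and how they were computed from counts, with which gene lengths and strand, is not stated. The table holds 24358 Ensembl genes in 18 libraries, each library sums to 1000000 TPM, 14692 genes have a symbol, and 4618 genes are at 0 in every library. Read depth per library is unknown from TPM and was not used here, so no counting error was attached to a level. The authors tested layers with pairs and states without pairs in DESeq2 with a minimum mean count, which cannot be applied to TPM.

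Groups followed the labels. Libraries of the same number in a state were taken as layers of the same gilt, which was checked by correlating the deviations of each library from its group mean. The correlation was 0.19 to 0.53 for the same number in 9 of 9 pairs, and the highest with another number was between -0.40 and 0.06.

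Values were analyzed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3, by linear models with empirical Bayes moderation and a trend in the prior variance. Genes at 1 TPM or more in at least 3 libraries of a fit were kept. Layers within a state and differences of the layer effect between states were tested on 18 libraries with the gilt as a block, and states within a layer on the 9 libraries of that layer without pairs. A gene passed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. All p values are limma's moderated tests unless another test is named.

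A total of 41 gene lists was fixed before the files were opened, 3 of them of genes picked by the study. Lists of at least 3 measured genes were tested with camera at a preset inter-gene correlation of 0.01, again with the correlation estimated per list, and with fry. Members were also counted as adjusted over the list alone. List members without a symbol match were not analysed here. Named genes were, per comparison, the 8 largest and 8 most negative among genes with a symbol that passed and changed the same way in every gilt, up to 4 passing members of each list, and the study's genes and ADRA2A in every comparison. Other genes are marked as chosen after their values were seen. Coordinates are those of Sscrofa11.1 matched by symbol.

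The procedure was tested on simulated data. With 100 changed genes at a log2 change of 1.5, limma recovered 59% between the layers, 67% between states in CM, 30% between states in LM and 28% for a difference of layer effects, and at 3 it recovered 83%, 95%, 81% and 81%, with 5 to 8 false calls. A shifted list was recovered in each case with 0 other lists passing. Each gene was drawn on its own, so this does not test the list results against members that vary together.

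Alternatives were a pseudocount of 0.1 or 5, no filter, a mean TPM of at least 5, median-ratio scaling, quantile normalization, removal of mitochondrially encoded genes, no variance trend, library weights, only the libraries compared, no minimum fold change, no gilt block or the replicate number as a block, the gilt as a random effect, and leaving out each gilt or library. Leaving out the cyclic LM library of gilt 3, the day 15 pregnant LM library of gilt 2, both, or the day 15 pregnant CM library of gilt 3 was chosen after seeing the data. Between the layers and for the layer effect, leaving out a library left out both layers of its gilt. All 10 splits of the 6 libraries of a comparison, or of the 6 gilts for the layer effect, into 3 and 3 were also tested. Genes at unadjusted p below 0.05 in both CM comparisons were counted in 50 simulations without effects that kept the shared libraries and drew each gene on its own. No library was left out of the analysis with all data, and 0 columns were unused. Plots were drawn with matplotlib 3.10.9.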

Results

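Gene expression was measured in both layers of the myometrium, the muscular wall of the uterus, with the circular layer (CM) on the inside and the longitudinal layer (LM) around it. The tissue came from the mesometrial side of 9 Yorkshire gilts. The 18 libraries formed 6 groups of 3 gilts, namely CM and LM of gilts pregnant for 12 days, gilts pregnant for 15 days and cyclic gilts on day 15, and both layers came from the same gilt. The deposited table lists TPM, a relative transcript abundance, for 24358 genes, and each library sums to 1000000 TPM, so the read depth behind a value cannot be read from it and was not used here. Between 15650 and 17746 genes were above 0 in each library. Fold changes are given on the log2 scale with their standard error, and levels as mean TPM ± SD over 3 gilts.

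The layer separated the libraries more than the state of the gilt did. The first principal component held 42.2% of the variance and placed the CM libraries between -81.8 and -25.1 and the LM libraries between 6.70 and 73.3. A pair of LM libraries stood apart from their groups. The cyclic LM library of gilt 3 lay at -136.1 on the second component, ribosomal protein genes took 14.6% of its TPM against 3.16% to 5.50% in the other libraries, and MYH11, the smooth muscle myosin heavy chain, was at 193.0 TPM against 4207 and 4849 TPM in the other cyclic LM libraries. The day 15 pregnant LM library of gilt 2 held the epithelial genes EPCAM at 25.4 TPM and KRT18 at 30.8 TPM, while the other LM libraries of its group held both below 1 TPM.

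**Figure D1:**
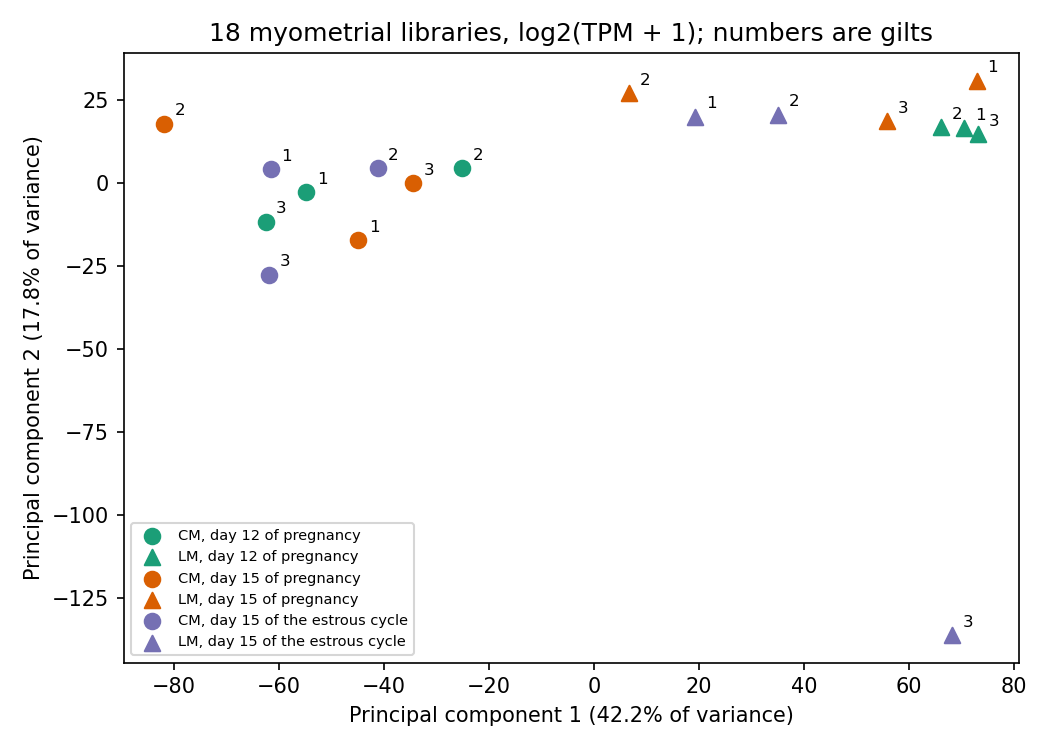
Each point is a library placed by its first (x axis) and second (y axis) principal component of log2(TPM + 1), with color for the state, a circle for CM and a triangle for LM, and the number of the gilt beside it. The layers part along the x axis, and the cyclic LM library of gilt 3 lies alone at -136.1 on the y axis.

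The first question was how the layers differ on day 12 of pregnancy, before implantation. ADRA2A, the alpha-2A adrenergic receptor, was at 146.5 ± 27.0 TPM in CM and 2894 ± 869 TPM in LM (-4.27 ± 0.38, adjusted p = 1.4e-04, n = 3 gilts; chromosome 14, 121469572 to 121470924 in Sscrofa11.1, ENSSSCG00000010629). The ATP-gated channel P2RX1 was also lower in CM (-5.17 ± 0.57), as were the secreted Wnt modulator SFRP2 (-4.69 ± 0.41) and the matrix protein THBS4 (-4.16 ± 0.60). In the opposite direction, the chemokine CCL28 was at 591.7 ± 294.4 TPM in CM and 4.58 ± 2.67 TPM in LM (6.72 ± 0.90), and the lipocalin SAL1 was at 11136 ± 3794 TPM in CM and 203.8 ± 138.5 TPM in LM (5.93 ± 0.78). The water and glycerol channel AQP3 (6.33 ± 0.89) and the vitamin C transporter SLC23A1 (5.94 ± 0.80) were higher in CM as well.

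Markers of epithelium made up the group with the largest shift between the layers on day 12. All 12 measured genes of the luminal and glandular epithelium list were higher in CM, with a median of 4.40 (adjusted p = 3.6e-08 by camera), and all 12 passed when adjusted over the list alone. Their adjusted p was 0.61 with an estimated correlation. KRT18, a keratin of simple epithelia, differed by 5.64 ± 0.59 and EPCAM, a cell adhesion molecule, by 4.97 ± 0.56. The ciliated epithelium list rose in 6 of 7 genes, among them the ciliogenesis factor FOXJ1 (4.63 ± 0.59), with 6 adjusted over the list alone and adjusted p = 0.61 with an estimated correlation. In the gland secretion list 3 of 4 genes were higher in CM, RBP4 (2.90 ± 0.54), SPP1 (2.64 ± 0.24) and CTSL (1.43 ± 0.35), with 3 adjusted over the list alone and adjusted p = 0.61 with an estimated correlation.

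Genes of contraction were lower in CM than in LM. In the contractile apparatus list 7 of 24 genes were lower in CM and none was higher, with a median of -0.90 (adjusted p = 3.0e-09 by camera, 7 adjusted over the list alone), and the adjusted p was 0.74 with an estimated correlation. Examples were the tropomyosin TPM2 (-1.60 ± 0.27) and PDLIM7 (-1.43 ± 0.27), which links actin filaments to signaling proteins. Of the 10 smooth muscle signaling genes that the study had picked, 4 were lower in CM, CAMKK1 (-1.75 ± 0.40), PPP1R14A (-1.54 ± 0.27), MYL9 (-1.06 ± 0.28) and PLCB4 (-1.02 ± 0.22). This list was chosen on these samples and is not independent evidence, 5 of its genes passed when adjusted over the list alone, and its adjusted p was 0.61 with an estimated correlation. Among 7 adrenergic receptors 3 were higher in CM, ADRA2C (3.94 ± 0.34), ADRB1 (2.87 ± 0.49) and ADRA1B (2.03 ± 0.32), and ADRA2A was lower, the same counts as when adjusted over the list alone. Immune genes higher in CM on day 12 included 3 of 8 complement genes, 4 of 12 chemokines and 2 of 6 B cell and plasma cell genes, such as C7 (3.38 ± 0.40) and JCHAIN (3.16 ± 0.40), in lists that did not pass as a whole. In the type I interferon list 8 of 26 genes were higher in CM, including IFI6 (2.14 ± 0.42) and MX1 (1.51 ± 0.27), with 8 adjusted over the list alone and adjusted p = 0.85 with an estimated correlation.

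On day 12, 2435 of 15343 genes passed, 2062 higher in CM and 373 higher in LM. The median of all genes lay 0.23 toward CM, and after median-ratio scaling, which moved it to 0.00, the counts were 1692 and 726, while quantile normalization gave 1336 and 926. The count was 1353 without gilt 3 of day 12.

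**Figure D2:**
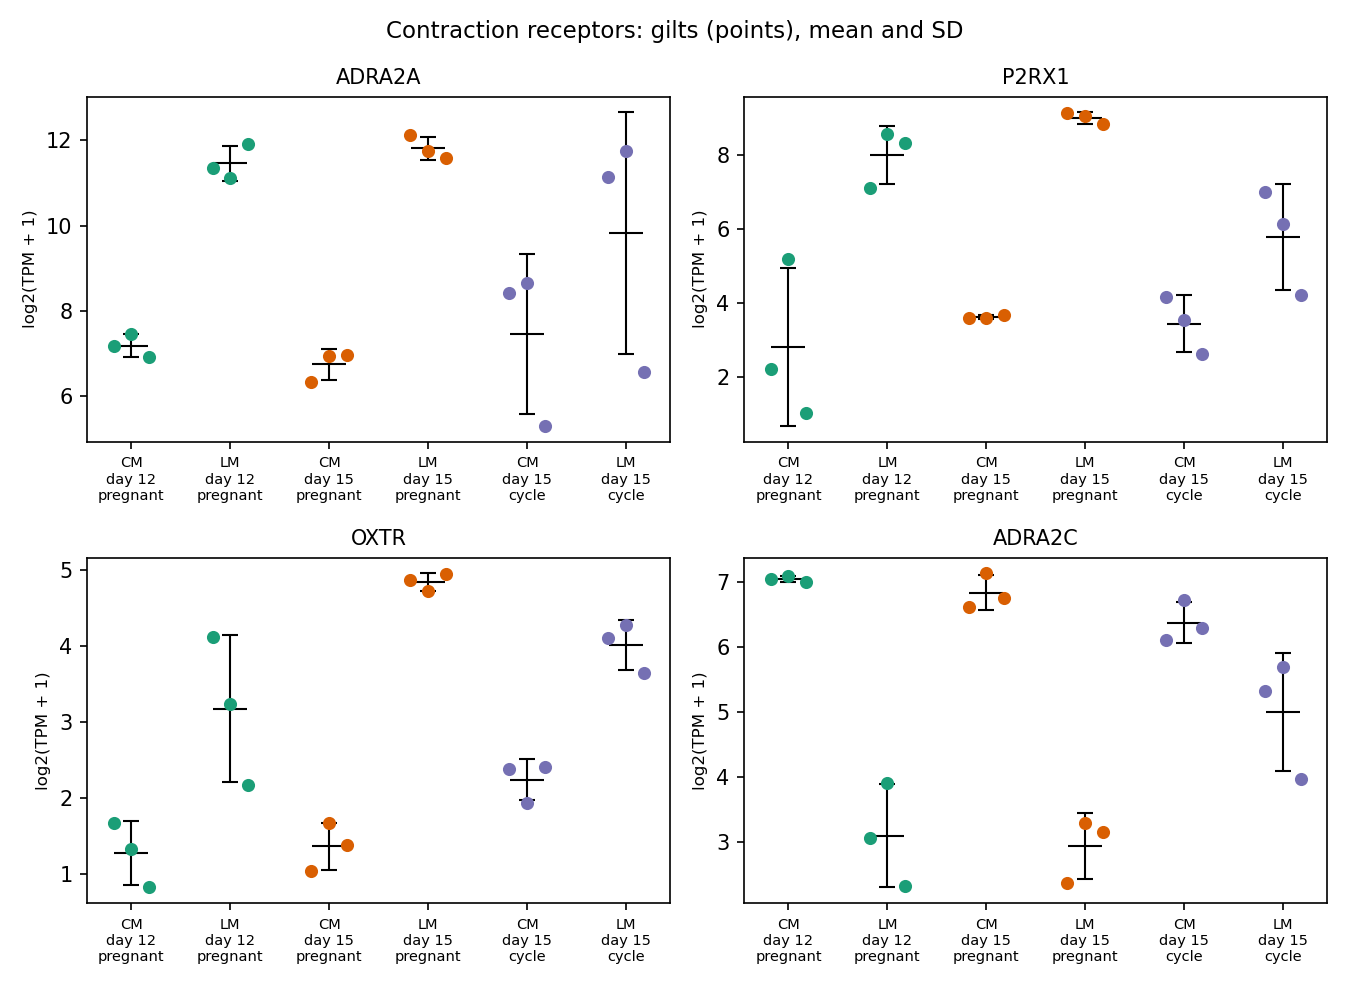
The y axis gives log2(TPM + 1) of the receptors ADRA2A, P2RX1, OXTR and ADRA2C, the x axis the 6 groups, each point a gilt, with the mean as a bar and the SD as an error bar (n = 3). ADRA2A, P2RX1 and OXTR were lower in CM in every state and ADRA2C was higher, and ADRA2A in the cyclic LM library of gilt 3 was at 94.2 TPM.

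On day 15 of pregnancy, the time of implantation, receptors and immune genes differed between the layers. ADRA2A was at 108.8 ± 25.6 TPM in CM and 3644 ± 707 TPM in LM (-5.06 ± 0.38, adjusted p = 2.4e-04, n = 3 gilts). P2RX1 differed by -5.37 ± 0.57 (chromosome 12, 49956329 to 49974789), and the oxytocin receptor OXTR was at 1.62 ± 0.56 TPM in CM and 27.7 ± 2.21 TPM in LM (-3.47 ± 0.28; chromosome 13, 65134055 to 65155543). The cardiac actin ACTC1 (-4.33 ± 0.51), the glial-derived neurotrophic factor family receptor GFRA2 (-3.80 ± 0.43) and the homeobox gene PRRX2 (-3.75 ± 0.41) were also lower in CM. Genes highest in CM included the metal-binding MT1X at 4511 ± 455 TPM against 173.2 ± 209.8 TPM in LM (5.74 ± 0.72), the zinc transporters SLC39A2 (5.82 ± 0.50) and SLC30A2 (5.36 ± 0.58), and the tight junction gene CLDN3 (5.40 ± 0.96).

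Interferon-gamma response genes were higher in CM on day 15. In the list fixed without the study's genes 13 of 22 were higher in CM and none was lower, with a median of 1.16 (adjusted p = 8.1e-06 by camera, 14 adjusted over the list alone), and the adjusted p was 0.38 with an estimated correlation. Examples were the chemokine CXCL10 (2.43 ± 0.56), the transcription factor BATF2 (2.13 ± 0.44) and SOCS1 (2.05 ± 0.41), a feedback inhibitor of cytokine signaling. Of the study's 12 measured interferon-gamma and antigen presentation genes 11 were higher in CM, with the immunoproteasome subunit PSMB9 at 1.95 ± 0.32, the transcription factor IRF1 at 1.81 ± 0.32 and the peptide transporter TAP1 at 1.64 ± 0.31, while CIITA, the class II transactivator, was at 0.87 ± 0.33 (adjusted p = 0.099). This list is not independent evidence. Of its genes 11 passed when adjusted over the list alone, and its adjusted p was 0.38 by camera with an estimated correlation. That adjusted p was 0.045 without both layers of gilt 2, the gilt with the smallest layer difference of these genes (0.579, against 1.80 and 1.90). The level of these genes was uneven between gilts, since the mean over both interferon-gamma lists was 7.09 in CM of gilt 3 and 5.01 and 4.72 in CM of gilts 1 and 2. Without gilt 3, 6 of the study's genes and 2 of the other list passed, while their medians were 1.20 (1.39 with all gilts) and 0.92.

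Markers of lymphocytes were also higher in CM on day 15. All 4 measured T cell genes picked by the study passed, CD3E (1.68 ± 0.28), CD8A (1.64 ± 0.31), CD3D (1.38 ± 0.36) and LCK (1.20 ± 0.25), with 4 adjusted over the list alone, and this list is not independent evidence (adjusted p = 0.38 with an estimated correlation). In the separate T cell list 5 of 10 genes were higher in CM, for instance the adhesion receptor CD2 (1.84 ± 0.22), with 5 adjusted over the list alone and adjusted p = 0.38 with an estimated correlation. The cytotoxic and natural killer list had 6 of 9 genes higher in CM, including the granule proteins GZMH (1.66 ± 0.25) and GNLY (1.55 ± 0.17), with 6 adjusted over the list alone and adjusted p = 0.36 with an estimated correlation. In the B cell and plasma cell list 3 of 6 genes were higher in CM, JCHAIN, which joins immunoglobulin subunits (4.07 ± 0.40), MZB1 (3.16 ± 0.33) and POU2AF1 (1.96 ± 0.25), with 3 adjusted over the list alone and adjusted p = 0.38 with an estimated correlation. Without gilt 3, 2 of the study's T cell genes, 4 of the separate T cell list and 2 of the cytotoxic list passed, with medians of 1.53, 1.12 and 0.97 (1.51, 1.07 and 1.13 with all gilts). Without gilt 2 the counts were 2, 2 and 3, with medians of 1.09, 0.85 and 1.01. Complement genes were higher in CM in 4 of 8 cases, among them C4A (2.94 ± 0.49) and C3 (2.11 ± 0.45), with 4 adjusted over the list alone and adjusted p = 0.38 with an estimated correlation. The type I interferon list had 8 of 26 genes higher in CM, with 12 adjusted over the list alone, adjusted p = 0.46 with an estimated correlation, and 3 called without gilt 3 (median 0.63, from 0.90). In the chemokine list 5 of 12 genes were higher in CM, CCL28, CCL4, CCL5, CCL19 and CCL21, the same 5 adjusted over the list alone, while the list as a whole had an adjusted p of 0.30 by camera.

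Contraction genes were again higher in LM on day 15. The contractile apparatus list had 11 of 24 genes lower in CM, with a median of -1.08 (adjusted p = 2.8e-11 by camera, 14 adjusted over the list alone), and adjusted p = 0.38 with an estimated correlation. Examples were caldesmon CALD1 (-1.75 ± 0.36), which binds actin, and the smooth muscle actin ACTG2 at 2958 ± 1754 TPM in CM and 8463 ± 2326 TPM in LM (-1.66 ± 0.29). Of the study's 10 signaling genes 6 were lower in CM, with 8 adjusted over the list alone, not independent evidence, and adjusted p = 0.36 with an estimated correlation. These included SMTN, a structural protein of contractile muscle (-1.76 ± 0.37), and PLCB4 (-1.94 ± 0.22), while MYH11 was at -1.64 ± 0.64 (adjusted p = 0.11). In the list of contraction receptors and ion channels 6 of 24 genes were lower in CM, among them OXTR and the calcium release channel RYR3 (-2.91 ± 0.34), and 3 were higher, including the chloride channel ANO1 (2.59 ± 0.44) and the prostaglandin receptor PTGER2 (2.30 ± 0.22). The counts were the same when adjusted over the list alone, and the adjusted p was 0.54 with an estimated correlation. Of the adrenergic receptors 4 were higher in CM and ADRA2A was lower, the same as when adjusted over the list alone. CHRM3, a muscarinic acetylcholine receptor, was lower in CM (-1.21 ± 0.29), the single call among 3 measured cholinergic receptors, also adjusted over the list alone, with adjusted p = 0.38 with an estimated correlation.

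Epithelial genes were higher in CM in 11 of 12 cases on day 15 (median 3.54), with 11 adjusted over the list alone and adjusted p = 0.38 with an estimated correlation. Ciliated epithelium genes were higher in 6 of 7 cases and gland secretion genes in 3 of 4, the latter being ACP5 (3.97 ± 0.67), SPP1 (3.13 ± 0.24) and RBP4 (3.09 ± 0.54), with 6 and 3 adjusted over the list alone and adjusted p = 0.36 with an estimated correlation for each. In total 2213 of 15343 genes passed on day 15 of pregnancy, 1667 higher in CM and 546 higher in LM, with a median of all genes of 0.19. Median-ratio scaling gave 1391 and 807, quantile normalization 1186 and 992, and the counts were 1267 in total without gilt 1 and 1564 without gilt 2, whose LM library held epithelial genes and whose removal left 4 of the contractile genes called at a list median of -0.99.

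**Figure D3:**
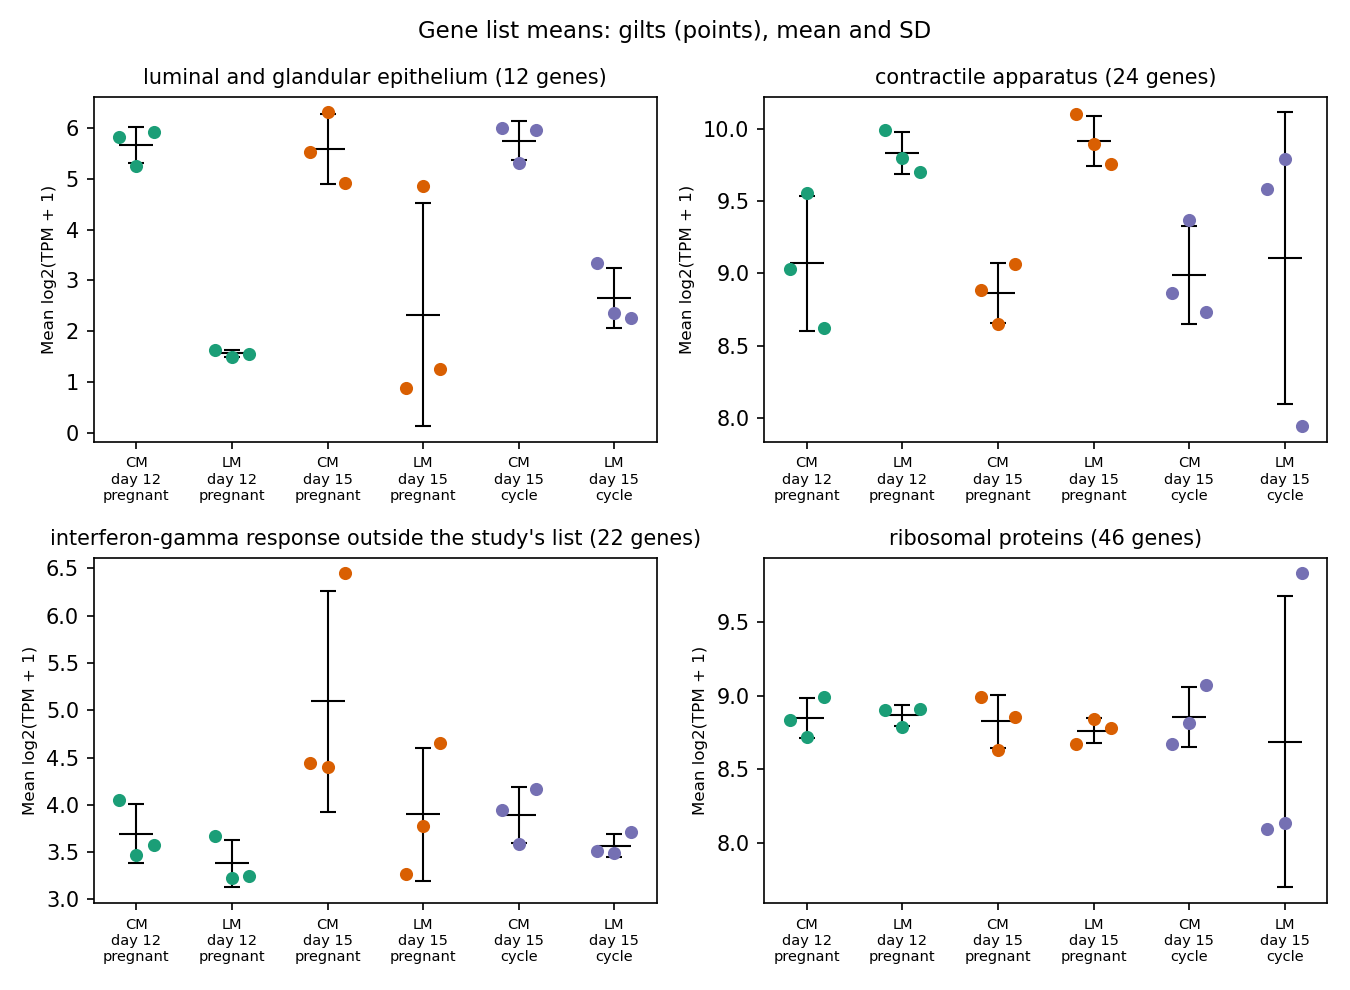
The y axis gives the mean log2(TPM + 1) of the genes of 4 lists and the x axis the 6 groups, each point a gilt, with the mean as a bar and the SD as an error bar (n = 3). Epithelial genes were higher in CM, with the day 15 pregnant LM library of gilt 2 at 4.85, and the interferon-gamma list was highest in day 15 pregnant CM of gilt 3.

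In cyclic gilts on day 15 the layers again parted by epithelial genes and by receptors. ADRA2A was at 260.5 ± 194.5 TPM in CM and 1939 ± 1706 TPM in LM (-2.37 ± 0.38, adjusted p = 0.0034, n = 3 gilts), and the 3 LM libraries held 2263, 3460 and 94.2 TPM. TRHDE, an enzyme that degrades thyrotropin-releasing hormone, differed by -2.44 ± 0.28, P2RX1 by -2.34 ± 0.57 and OXTR by -1.76 ± 0.28. Higher in CM were the membrane protease TMPRSS2 at 239.7 ± 97.9 TPM against 14.2 ± 4.90 TPM in LM (3.96 ± 0.57), the fucosyltransferase FUT2 (3.86 ± 0.52) and the epithelial cadherin CDH1 (3.91 ± 0.69).

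The epithelial list had 11 of 12 genes higher in CM of cyclic gilts (median 3.30, 11 adjusted over the list alone, adjusted p = 0.68 with an estimated correlation), and the ciliated list had 7 of 7 (7 adjusted over the list alone, adjusted p = 0.68 with an estimated correlation). The plasma cell genes JCHAIN (2.92 ± 0.40), MZB1 (2.09 ± 0.33) and POU2AF1 (1.74 ± 0.25) were higher in CM, also adjusted over the list alone, while their list had an adjusted p of 0.13 by camera. None of the interferon-gamma or T cell genes of either kind of list passed. In the contractile list none of 24 genes passed (median -0.16, none adjusted over the list alone, adjusted p = 0.0021 by camera and 0.97 with an estimated correlation), and of the study's signaling genes PLCB4 alone did (-1.10 ± 0.22, also adjusted over the list alone, not independent evidence, adjusted p = 0.86 with an estimated correlation). Of 46 ribosomal protein genes 5 were higher in CM, including RPL23A at 37.2 ± 14.2 TPM against 1.98 ± 1.73 TPM (3.76 ± 0.21) and RPS29 at 402.4 ± 125.8 TPM against 44.7 ± 38.7 TPM (3.41 ± 0.29), while the median of the list was -0.05 (adjusted p = 0.017 by camera, lower in CM, and 0.97 with an estimated correlation). Without gilt 3, whose LM library took 14.6% of its TPM in ribosomal protein genes, the list moved to the side of CM. Its median was then 0.33 (adjusted p = 1.7e-04 by camera, 0.89 with an estimated correlation). The contractile list had a median of -0.61 with 1 gene lower in CM. ADRA2C was higher in CM with all libraries (1.38 ± 0.34) and was not called without that gilt (0.91, adjusted p = 0.079). Nor was ADRB1 (2.23 ± 0.49, then 1.98 with adjusted p = 0.065).

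In total 1944 genes passed in cyclic gilts, 1807 higher in CM and 137 higher in LM, with a median of all genes of 0.33. Median-ratio scaling gave 1185 and 384 and quantile normalization 1052 and 537, and without gilt 3 the counts were 1174 and 215, of which 1181 in all were shared with the full set.

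Layer differences recurred between states. In the same direction, 1935 genes passed in at least 2 states, 1641 higher in CM and 294 higher in LM, and 1067 passed in all 3. Days 12 and 15 of pregnancy shared 1239 genes higher in CM and 263 higher in LM, where independent lists of these sizes share 224.0 and 13.3. Cyclic gilts shared 1295 and 79 genes with day 12 (242.8 and 3.33 for independent lists) and 1093 and 100 with day 15 of pregnancy (196.3 and 4.88). The layer comparisons use the same estimate of each gene's spread within gilts, which the values for independent lists leave out. Only 3 genes passed in opposite directions in different states.

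Within CM, day 15 was set against day 12 of pregnancy to ask what changes toward implantation. KMO, kynurenine 3-monooxygenase of tryptophan breakdown, rose from 4.54 ± 0.96 TPM to 62.0 ± 21.6 TPM (3.46 ± 0.29, adjusted p = 0.0074, n = 3 gilts per group; chromosome 10, 12442877 to 12489417, ENSSSCG00000025686). The zinc transporter SLC39A2 rose from 133.9 ± 48.3 to 1106 ± 385 TPM (3.04 ± 0.31). DYNLL1, a dynein light chain, fell from 69.9 ± 10.2 to 13.6 ± 3.92 TPM (-2.31 ± 0.22), and in LM it was at 61.7 ± 4.67 TPM on day 12 and 9.60 ± 2.48 TPM on day 15. The 4th gene that passed has no symbol, ENSSSCG00000039815 (3.11 ± 0.35), and was named after its values were seen.

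As a group, interferon-gamma genes lay higher on day 15 in CM, but none of them passed over all genes. All 12 of the study's genes had positive changes (median 1.78, or 0.99 without gilt 3 of day 15, adjusted p = 2.6e-07 by camera), and 12 passed adjusted over the list alone, which is not independent evidence, with adjusted p = 0.60 with an estimated correlation. IRF1 was at 346.1 ± 410.0 TPM on day 15 and 30.6 ± 10.3 TPM on day 12 (2.75 ± 0.72, adjusted p = 0.15), with 817.1 TPM in gilt 3. The list fixed without the study's genes had 7 of its members adjusted over the list alone and the cytotoxic list 6 (adjusted p = 2.6e-07 and 5.2e-05 by camera, adjusted p = 0.60 with an estimated correlation for both). Extracellular matrix genes lay lower as a list (adjusted p = 2.6e-07 by camera, 0 called over all genes, 2 adjusted over the list alone, adjusted p = 0.60 with an estimated correlation).

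In this comparison 4 of 14813 genes passed, 3 up and 1 down, with 2302 at unadjusted p below 0.05 by limma, and without gilt 1 of day 15 the count was 355. The values of the day 12 libraries carry at most 10 digits in 100% of cases against at most 1.44% in the other libraries, so a difference in how the table was made for day 12 and the day itself cannot be told apart.

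CM was then compared between pregnant and cyclic gilts on day 15. SMIM32, a small membrane protein, was at 49.8 ± 25.1 TPM in pregnant and 0.44 ± 0.45 TPM in cyclic gilts (5.02 ± 0.54, adjusted p = 0.016, n = 3 gilts per group). FAM167B was at 293.6 ± 104.1 and 19.3 ± 5.31 TPM (3.84 ± 0.32), and KMO was higher in pregnant gilts as well (2.04 ± 0.29). The palmitoyltransferase partner GOLGA7B (2.54 ± 0.38), the calcium sensor RCVRN (2.08 ± 0.28) and the homeobox gene HOXD3 (2.02 ± 0.27) were higher in pregnant gilts, but were not called without pregnant gilt 3 (2.67, 2.17 and 2.16, adjusted p = 0.11, 0.084 and 0.062). Lower in pregnant gilts were the spindle protein FAM83D (-3.02 ± 0.37), the GABA receptor subunit GABRA3 (-2.35 ± 0.33), the growth factor PDGFC (-1.33 ± 0.20) and the fibulin EFEMP1 at 42.8 ± 4.53 against 96.6 ± 10.3 TPM (-1.15 ± 0.14), the single extracellular matrix gene of 27 that passed. GABRA3 (-2.25, adjusted p = 0.11) and PDGFC (-1.48, adjusted p = 0.062) were not called without pregnant gilt 3.

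Interferon-gamma genes had positive changes in CM here too, without a call over all genes. The study's list had a median of 1.83 (1.04 without pregnant gilt 3) with 11 of 12 adjusted over the list alone (not independent evidence, adjusted p = 1.1e-08 by camera and 0.54 with an estimated correlation), and the other list had 0 of 22 adjusted over the list alone (adjusted p = 3.1e-08 by camera and 0.54 with an estimated correlation). GBP1, a guanylate-binding protein induced by interferon, was at 47.9, 13.8 and 658.8 TPM in the 3 pregnant gilts and 9.56 ± 2.54 TPM in cyclic gilts (2.91 ± 1.11, adjusted p = 0.27). Markers of T cells and cytotoxic cells lay higher as lists too, with 0 called. Over both T cell lists the mean log2 level was 1.38, 2.78 and 3.23 in CM of pregnant gilts 1, 2 and 3. In cyclic CM it was 1.28 to 1.77, so gilt 1 lay within the cyclic range. The study's T cell list (2 adjusted over the list alone, not independent evidence), the other T cell list and the cytotoxic list (0 adjusted over the list alone in both) had adjusted p = 0.0076, 0.0055 and 0.0031 by camera and 0.54, 0.57 and 0.54 with an estimated correlation, and 0.058, 0.081 and 0.052 by camera without pregnant gilt 3. Altogether 23 of 14813 genes passed, 11 up and 12 down, with 2255 at unadjusted p below 0.05. The count was 68 without pregnant gilt 1, 13 without pregnant gilt 3 and 1 without cyclic gilt 3.

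KMO was the single gene called in both CM comparisons of day 15 of pregnancy, which share the same 3 libraries. Independent lists of these sizes, a value that leaves out the shared libraries, share 0.0022 genes going up, and 0 were called in both in 50 simulations, which leave out the effects. At unadjusted p below 0.05 in both and in the same direction there were 682 genes, against 190.9 in these simulations. The covariance of the log2 fold changes was 0.172 against 0.0711 in the simulations and their correlation 0.585 against 0.502. The simulations keep the shared libraries but hold no effects and draw each gene on its own. Genes that move together in 1 of the shared libraries are therefore not covered, and these libraries are too few to be split. KMO was not called against the estrous cycle without pregnant gilt 3 (1.82, adjusted p = 0.11).

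**Figure D4:**
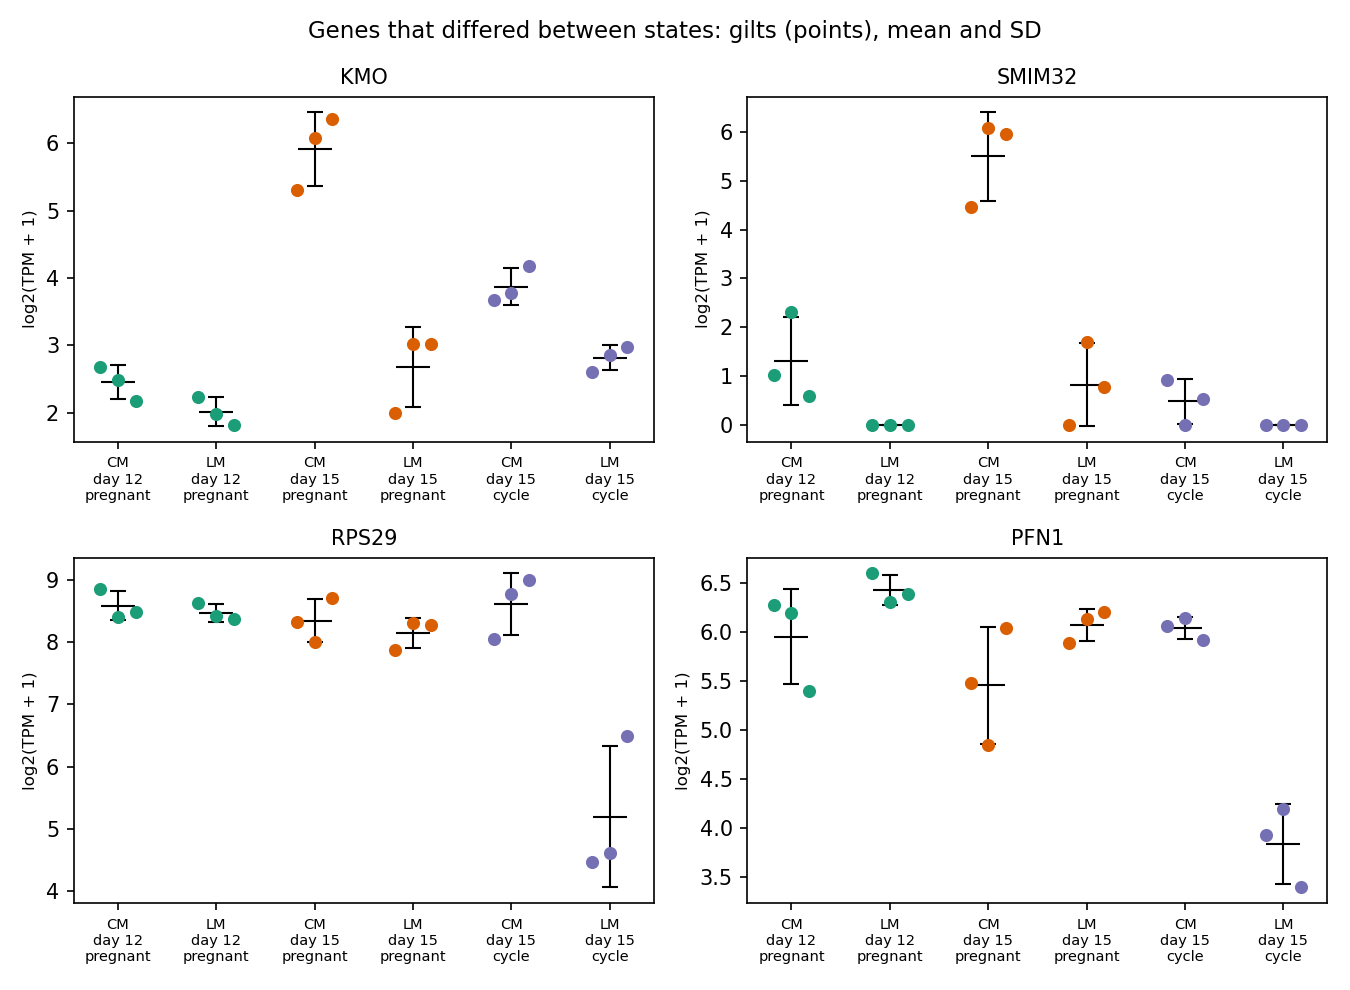
The y axis gives log2(TPM + 1) of KMO, SMIM32, RPS29 and PFN1, the x axis the 6 groups, each point a gilt, with the mean as a bar and the SD as an error bar (n = 3). KMO and SMIM32 were highest in day 15 pregnant CM, and RPS29 and PFN1 were lowest in cyclic LM.

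In LM, no gene passed between days 15 and 12 of pregnancy, with 692 of 14025 genes at unadjusted p below 0.05 by limma. ADRA2A was at 3644 ± 707 TPM on day 15 and 2894 ± 869 TPM on day 12 (0.36 ± 1.13, adjusted p = 0.99). The study's interferon-gamma list lay higher on day 15 (adjusted p = 0.0091 by camera, 0 adjusted over the list alone, not independent evidence, adjusted p = 0.90 with an estimated correlation), with IRF1 at 81.8 ± 83.0 and 24.3 ± 7.11 TPM (1.25 ± 0.60, adjusted p = 0.93). Its mean log2 level was 4.24, 4.73 and 6.36 in LM of gilts 1, 2 and 3 on day 15 and 4.25 ± 0.49 on day 12, so most of the shift came with gilt 3. Without the cyclic LM library of gilt 3, which enters this fit only through the filter and the spread, 32 genes passed.

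LM of pregnant and cyclic gilts on day 15 differed in a small group of genes, most of them low in cyclic LM. The actin-binding protein PFN1 was at 66.6 ± 7.49 TPM in pregnant and 13.6 ± 3.89 TPM in cyclic gilts (2.24 ± 0.26, adjusted p = 0.015, n = 3 gilts per group), and the endocytosis protein SH3GL1 was at 16.3 ± 3.47 and 1.27 ± 0.75 TPM (2.97 ± 0.30). DDA1 (3.22 ± 0.29), the ribosomal protein gene RPL36A (2.92 ± 0.33) and TAGLN, an actin-bundling marker of smooth muscle (2.44 ± 0.31), were higher in pregnant gilts. The matricellular gene CCN3 fell from 18.4 ± 1.95 to 3.01 ± 0.44 TPM (-2.28 ± 0.32). Genes of this kind were low in every cyclic LM library, since RPS29 was at 21.1, 23.6 and 89.4 TPM there and between 233.5 and 507.4 TPM in the 15 other libraries. In counts made after the values were seen, the 3 cyclic LM libraries lay below all 15 others in 391 of 15343 genes and those of day 12 LM in 486, where any 3 of the 9 LM libraries do so in 79.1 genes by chance, given the 6646 genes whose 3 lowest libraries are all LM (18.8 genes, or 0.123%, if the layer is ignored). The gap exceeded 1 log2 unit in 17 genes for cyclic LM and in 0 or 1 genes for the other groups, and the 10 of these 17 with a known span had a median of 4987 bases against 30938 for the 11385 genes with one. A difference in preparation of the cyclic LM samples cannot be told apart from the state for these genes.

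Of 24 contractile genes TAGLN alone passed, also adjusted over the list alone, with a list median of 0.82 (adjusted p = 0.0013 by camera and 0.96 with an estimated correlation). TAGLN was at a low level, 43.6 ± 8.29 TPM in pregnant LM and 7.37 and 10.2 TPM in cyclic LM of gilts 1 and 2. CSRP1 of the same list was at 9863 ± 1493 TPM in pregnant LM. Without the cyclic LM library of gilt 3 that median was 0.33, and 2 contractile genes passed. In total 25 of 14025 genes passed, 23 up and 2 down. The count was 368 without the cyclic LM library of gilt 3, 186 up and 182 down with all 25 among them, and 8 without the pregnant LM library of gilt 2 and 0 without that of gilt 3.

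Without the cyclic LM library of gilt 3, chosen after the data were seen, further genes passed in LM. The adrenergic receptor ADRA2C was at 6.99 ± 2.48 TPM in pregnant LM and at 38.9 and 51.0 TPM in the 2 cyclic libraries left (-2.57 ± 0.46), and the potassium channel KCNMA1 was at 95.9 ± 18.9 against 197.4 and 219.7 TPM (-1.13 ± 0.20). Of 27 extracellular matrix genes 4 were lower in pregnancy, EFEMP1 (-1.56 ± 0.21), FBLN5 (-1.23 ± 0.20), FBN1 (-1.19 ± 0.24) and VCAN (-1.15 ± 0.18), with adjusted p = 3.3e-04 by camera and adjusted p = 0.84 with an estimated correlation.

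Whether the layer difference itself changed was tested directly. Between days 15 and 12 of pregnancy 3 genes passed. The CM excess of KMO was larger on day 15 (2.80 ± 0.24, adjusted p = 0.0073, n = 3 gilts per group), while that of the endocytic receptor LRP2 (-2.56 ± 0.29) and of ENSSSCG00000038056, which has no symbol and was named after its values were seen (-3.36 ± 0.38), was smaller. As a list, interferon-gamma genes had a larger CM excess on day 15. The adjusted p by camera was 6.4e-14 for the study's 12 genes, not independent evidence, and 1.2e-12 for the other 22. Over the list alone 8 and 0 passed, and the adjusted p was 0.22 with an estimated correlation for both. For the study's genes it was 0.0043 without pregnant gilt 2, which had their smallest layer difference on day 15. The cytotoxic list had adjusted p = 1.2e-09 by camera, 2 adjusted over the list alone and adjusted p = 0.13 with an estimated correlation. No gene passed without gilt 2 or gilt 3 of day 15, and 1065 genes were at unadjusted p below 0.05.

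Against the estrous cycle 29 genes passed, 8 with a larger and 21 with a smaller CM excess in pregnancy. SMIM32 (4.20 ± 0.48, adjusted p = 0.0097, n = 3 gilts per group), the methyltransferase INMT (3.65 ± 0.46), the calcineurin inhibitor RCAN1 (2.94 ± 0.43) and the secreted phosphoprotein SPP1 (2.30 ± 0.34) had a larger CM excess in pregnancy. A smaller one was found for RPL36A (-3.71 ± 0.29), RPL23A (-3.46 ± 0.30), the mitochondrial gene ND4L (-3.20 ± 0.36) and PFN1 (-2.82 ± 0.36), genes that were low in cyclic LM, where preparation and state cannot be told apart. The study's interferon-gamma list (6 adjusted over the list alone, not independent evidence) and the other interferon-gamma list (4 adjusted over the list alone) each had adjusted p = 1.8e-09 by camera and 0.40 with an estimated correlation. Without the pregnant LM library of gilt 2 the estimated correlation gave 0.011 and 0.14. The T cell list outside the study's and the cytotoxic list had a larger CM excess too (adjusted p = 8.5e-05 and 4.6e-05 by camera, 2 and 3 adjusted over the list alone, 0.42 and 0.34 with an estimated correlation). Without pregnant gilt 1 or 3 the counts were 3 and 9, with 0 of the larger kind in each (SMIM32 at 3.94 and INMT at 3.86, both with adjusted p = 0.066 without gilt 3), and quantile normalization gave 30 larger and 27 smaller. The count was 12 without pregnant gilt 2 and 87 without cyclic gilt 3, and 1442 genes were at unadjusted p below 0.05.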

Values the study reported

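The study counted 385 differentially expressed genes in CM and 143 in LM between pregnant and cyclic gilts on day 15. It listed 9 adrenergic and 18 cholinergic receptor genes. On day 15 of pregnancy it found differential histone mark peaks near the start of 1217 genes that differed between LM and CM. Its thresholds included a mean count above 100 per gene, which cannot be applied to TPM. Such a threshold on called genes only removes some, so it does not explain the lower counts here, 23 in CM and 25 in LM. The study ran DESeq2 on read counts and limma was run here on TPM, so the numbers of genes are not comparable. The source of the difference was not tested. The study reported immune genes higher in CM of pregnant than of cyclic gilts, also by qRT-PCR on the same RNA. For the same contrast it reported a raised histone mark, H3K4me3, near the start of such genes, for instance IRF1, GBP1 and CD3E. It also found promoter activity of such regions in reporter assays. Histone marks and promoter activity were not examined here. Here its interferon-gamma and T cell genes lay higher as lists by camera at the preset correlation, but none passed over all genes.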

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

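The tests on muscle share, on epithelium, T cells and pair differences for the interferon-gamma genes, on the shortest and longest genes, and on the label and blood of the library that stood apart were chosen after seeing the result. The tests on epithelium for the genes higher in CM, on 1 gilt, on gene span and on other splits were written before it. For epithelium, 1 gilt and gene span, the reading below also uses values that the written rules left out.

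A difference between groups was found for genes whose layer effect changed between states, 3 genes between days 15 and 12 of pregnancy, with KMO at 2.80 and LRP2 at -2.56. Between day 15 of pregnancy and of the estrous cycle there were 29, with SMIM32 at 4.20, INMT at 3.65, RCAN1 at 2.94, SPP1 at 2.30, TSPAN5 at 2.23, KMO at 2.18 and GPR171 at 2.14. In the opposite direction were RPL36A at -3.71, RPL23A at -3.46, DDA1 at -3.30, RPS29 at -3.21, ND4L at -3.20, C1QBP at -3.19, PFN1 at -2.82 and SH3GL1 at -2.79.

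Splits of the 6 libraries of each comparison, or of the 6 gilts for the layer effect, gave at most 10 splits, so the share cannot fall below 0.1. Between the layers, 4 of the 10 splits part all pairs and 6 part 1 pair. With the gilt as a block the latter rest on 1 gilt, so the layer shares rest on fewer splits. Between the layers, 1 of 10 splits called as many genes on day 12 (2435, highest other 0) and on day 15 of pregnancy (2213, highest other 1). In cyclic gilts 3 of 10 did (1944, highest other 5314), and among the 4 splits that part all pairs the highest other was 0. In CM, 1 of 10 splits called as many genes against day 12 (4, highest other 0) and against the estrous cycle (23, highest other 0). In LM these were 10 of 10 against day 12 (0, highest other 0) and 1 of 10 against the estrous cycle (25, highest other 1). For the layer effect, 2 of 10 splits called as many genes against day 12 (3, highest other 3) and 1 of 10 against the estrous cycle (29, highest other 0).

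Genes higher in CM than in LM might come from endometrial epithelium in the CM samples. If so, they should shrink in gilt 2 of day 15, whose LM library held epithelial genes, but the median difference of 1277 such genes there was 0.999 times the lower of the other pairs. Over 9 pairs the median and the epithelial gap had a Pearson r of 0.647 (permutation p = 0.055) and a Spearman rho of 0.70 (permutation p = 0.044). Without the 2 pairs whose epithelial gap was farthest from its median, r was 0.588. The 1277 genes were picked as higher in CM on day 12 and in cyclic gilts, whose pairs are among these 9. The ratio rests on 1 pair, so epithelium cannot be told from a property of the layer. A lower share of muscle cells alone would raise epithelial and endothelial genes alike. The epithelial difference exceeded the endothelial one by 3.01 (SD 1.07, n = 9 pairs), so a lower share alone does not give that excess. Beside another source a lower share is not excluded. Over the pairs the contractile list differed by -0.64 (SD 0.64), blood endothelium by 0.47 (SD 0.49) and the fibroblast list by 0.78 (SD 0.54).

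Interferon-gamma genes higher in CM on day 15 could be a response carried by 1 gilt. Of 24 calls 8 stayed without gilt 3, which by the rule written beforehand goes with it. That rule looked at gilt 3 alone. With 10 calls left without gilt 1 and 21 without gilt 2, the calls do not decide it. The median of these genes was 1.41 with all gilts, 1.14 without gilt 3, 1.35 without gilt 1 and 1.72 without gilt 2. The 24 genes were picked with all gilts included, which favors a high median, and 2 gilts remain, so the explanation is left open. Epithelium stays open too, since the epithelial mean in CM of gilt 3 differed by -0.608 from the lower of the others, within the SD of 0.696 of the 3 libraries. If T cells in the sample were the source, the CM library with more T cell RNA should hold more interferon-gamma RNA. Between gilts 2 and 1 it did not. The T cell mean was 2.78 in CM of gilt 2 and 1.38 in gilt 1, while the interferon-gamma mean of gilt 2 differed by -0.290 from gilt 1. These are 2 libraries, and CM of gilt 3 was highest in both means (3.23 and 7.09), so T cells remain open. For the 22 genes outside the study's list, the difference between layers was 1.17, 0.626 and 1.79 in the pairs of day 15 and at most 0.454 in the 6 other pairs (difference 0.874, exact permutation p = 0.012). For the study's 12 genes, not independent evidence, it was 1.80, 0.579 and 1.90 against at most 0.624. There gilt 2 overlapped the other pairs (difference 1.10, exact permutation p = 0.024).

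The cyclic LM library of gilt 3 stood far from the others, with a mean correlation of 0.849 with its group. Short genes favored over long ones could be the source. The rank correlation of span and deviation was -0.201, inside the range of -0.390 to 0.288 of the other libraries, which goes against it. The shortest 25% of genes lay 0.570 above the longest 25%, more than in any other library (at most 0.396), which goes with it. These measures disagree, so this stays open. A sample of another group under this label would correlate with that group like its own libraries do. Its highest mean correlation was 0.8493, with day 12 LM (0.8485 with its own group). The libraries of day 12 LM had at least 0.969 with each other, and the other cyclic LM libraries 0.974. It thus fell short of every group, its own included, so this cannot tell a wrong label from an altered library. The library closest to it was cyclic CM of gilt 3 (0.862). Blood would likely move the CM library of the same gilt too, and that library had a mean correlation of 0.965 with its group. No source of the shift was established.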

How the results depend on the processing

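Over 9750 recomputed values of named genes 8852 stayed the same, 794 were weaker, 104 stronger and 0 reversed, and of 6614 list values 8 reversed. Read depth was not used here, so what it limits was not computed. Leaving out libraries that stood apart was chosen after seeing the data. Between the layers and for the layer effect, it left out both layers of the gilt. Where a result changed, the cause was not tested. Genes called between the layers were 1453 on day 12 of pregnancy, 1348 on day 15 and 1183 in cyclic gilts with pseudocount 5, with 859 in cyclic gilts from only the libraries compared, and 1353 to 2628, 1267 to 1660 and 1389 to 2231 without each gilt. In CM against day 12 the count was 7 with pseudocount 5, 15 with a mean TPM of at least 5, 1173 with library weights, 0 with only the libraries compared, 9 with the replicate number as a block, 60 with the gilt as a random effect and 1 to 355 without each library. In CM against the estrous cycle it was 10 without a filter, 13 without a trend, 362 with weights, 1 with only the libraries compared, 7 with the replicate block and 1 to 68 without each library. In LM against day 12 it was 1 with pseudocount 5, 4 without a filter, 318 with weights, 10 with only the libraries compared, 4 with the gilt as a random effect, 32 without the cyclic LM library of gilt 3 and 4 without both doubted libraries. In LM against the estrous cycle it was 711 with weights, 4 with only the libraries compared, 6 with the replicate block, 255 with the gilt as a random effect and 0 to 368 without each library, with 368 without the cyclic LM library of gilt 3, 8 without the pregnant LM library of gilt 2 and 317 without both. The layer effect between days 15 and 12 gave 1 gene with pseudocount 0.1, 8 with pseudocount 5, 1 with a mean TPM of at least 5, 13 with quantile normalization, 5 without a trend, 288 with weights, 0 without the gilt block, 0 to 13 without each gilt, and 13, 0 and 9 without the doubted libraries in the same order. Between pregnancy and the estrous cycle it gave 57 with quantile normalization, 766 with weights, 6 with only the libraries compared, 3 to 87 without each gilt, and 87, 12 and 74 without the doubted libraries. Genes called in both CM comparisons were 3 with pseudocount 5, 3 with a mean TPM of at least 5 and 0 without the CM library of gilt 3, and layer genes shared between states were 1185 with pseudocount 5. Of 86 tests of a list in a comparison that passed at the preset correlation, 0 passed with an estimated correlation. Without both layers of pregnant gilt 2, where its layer difference was smallest on day 15, the study's interferon-gamma list did in 3 comparisons. It had adjusted p = 0.045 between the layers on day 15. For the layer effect this was 0.0043 against day 12 and 0.011 against the estrous cycle. By fry, 9 of 39 lists passed between the layers on day 12, 18 on day 15 of pregnancy and 4 in cyclic gilts. For the layer effect it passed 1 list against day 12 and 0 against the estrous cycle. Between states within a layer it passed 0 lists. Unlike camera, fry does not set a list against the other genes, many of which differed between the layers. Reversed in direction were ribosomal proteins between the layers in cyclic gilts (adjusted p = 0.508 with quantile normalization, 1.7e-04 without the LM library of gilt 3, 8.5e-05 without both, 3.3e-06 to 1.7e-04 without each gilt), contractile genes in CM against day 12 (4.9e-05 to 0.884 without each library, 0.748 where reversed), and epithelium in the layer effect between days 15 and 12 (0.651 without the pregnant LM library of gilt 2, 0.605 without both, 1.48e-07 to 0.651 without each gilt). The ranges without each gilt or library also hold the leave-outs that kept the direction. Those that reversed gave adjusted p = 1.7e-04, 0.748 and 0.651 by camera.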

Other observations

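Further genes differed between the layers within lists that did not pass as a whole. The progesterone receptor membrane component PGRMC1 was higher in CM in each state (2.59 ± 0.30 on day 12, 2.61 ± 0.30 on day 15 of pregnancy and 2.24 ± 0.30 in cyclic gilts). So was CYP11A1, the first enzyme of steroid synthesis (1.35 ± 0.34, 1.40 ± 0.34 and 1.25 ± 0.34). The cyclic call of CYP11A1 ended without cyclic gilt 3 (1.15, adjusted p = 0.11). The estrogen receptor ESR1 was higher in CM on day 12 (2.05 ± 0.42) and in cyclic gilts (1.57 ± 0.42). In cyclic gilts it was not called without gilt 3 (0.90, adjusted p = 0.10). The prostaglandin dehydrogenase HPGD was higher in CM on day 12 (1.65 ± 0.39) and the prostaglandin E synthase PTGES lower (-1.08 ± 0.27). Stromal PDGFRA was higher in CM in each state (2.48 ± 0.37, 1.62 ± 0.37 and 1.38 ± 0.37), the last not called without cyclic gilt 3 (0.73, adjusted p = 0.091). On day 12, 4 of 7 lymphatic genes were higher in CM, such as LYVE1 (1.25 ± 0.23). The chemokine CXCL12 was lower in CM on day 12 (-1.95 ± 0.22).

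Some lists shifted with few or no called members. On day 15 of pregnancy 2 of 27 extracellular matrix genes were lower in CM, FN1 (-1.83 ± 0.35) and COL14A1 (-1.05 ± 0.26), with adjusted p = 0.0017 by camera and adjusted p = 0.68 with an estimated correlation. In hypoxia 1 of 9 genes was lower in CM on day 15, PDK1 (-1.57 ± 0.21; adjusted p = 0.021 by camera and 0.36 with an estimated correlation). Contraction receptors and ion channels on day 12 had 5 genes higher and 3 lower in CM, with a positive median of 0.05 while the test pointed down (adjusted p = 0.19). In LM, ribosomal proteins lay lower on day 15 of pregnancy than on day 12 (adjusted p = 0.0027 by camera and 0.90 with an estimated correlation, 0 called). Between pregnant and cyclic LM 1 of 46 ribosomal genes rose, RPL36A, with a median of -0.26 and 6 adjusted over the list alone. Without the cyclic LM library of gilt 3, which held 14.6% of its TPM in these genes, 9 rose and the median was 0.33 (adjusted p = 1.1e-12 by camera, 0.84 with an estimated correlation). In CM on day 15 of pregnancy against day 12, complement, circadian clock, T cell and B cell lists lay higher (adjusted p = 0.020, 0.0048, 0.0027 and 0.0041 by camera, 0 called and 3, 3, 3 and 2 adjusted over the list alone, adjusted p = 0.60 with an estimated correlation for each). Against the estrous cycle the red blood cell list lay lower in CM (adjusted p = 0.031 by camera, 0.54 with an estimated correlation) and in LM (0.0063 and 0.96), with 0 called and 2 adjusted over the list alone in each. The CM excess of contractile genes was lower in pregnancy than in the estrous cycle as a list (1 of 24 genes positive, adjusted p = 7.4e-06 by camera, 0 called, 1 adjusted over the list alone, adjusted p = 0.55 with an estimated correlation). Without cyclic gilt 3 the adjusted p was 9.2e-05 by camera. Adipocyte, blood endothelium, conceptus, dendritic cell and neutrophil lists had 0 calls in every comparison by limma.

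Some genes were singled out after their values were seen. SAL1 in CM was at 7153 to 14707 TPM on day 12, 120.1 to 2719 TPM on day 15 of pregnancy and 2308 to 10874 TPM in cyclic gilts. ODC1, the first enzyme of polyamine synthesis, was at 807.3 ± 431.4 TPM in day 12 CM and at most 211.1 TPM in every library of the other groups (day 15 against day 12 in CM -2.55 ± 0.39, adjusted p = 0.064). IDI1, an enzyme of cholesterol synthesis, was at 205.0 ± 84.2 TPM in day 12 LM and was lower in day 12 CM (-1.65 ± 0.30).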
